A study of Homo sapiens with 4 samples. Its data were reported in "Integrated analysis of genes encoding ATP‐dependent chromatin remodellers identifies CHD7 as a potential target for colorectal cancer therapy" (2022).

How the data were processed

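ATAC-seq libraries were made from nuclei of RKO cells stably infected with lentivirus for a control or for shCHD7-2, and 2 libraries per group were analysed. Whether the replicates came from separate cultures is not given in the labels. Their summit pileups in the regions called in all 4 libraries differed by no more than counting noise, although such summits are selected maxima and vary less than independent counts would. The lists differed in length and background, so each was counted as 1 replicate, and the SD may hold technical variation alone. Samples were assigned to groups and numbered from their titles. Each library was deposited as a list of peaks in the narrowPeak layout, called separately per library by the authors. The aligner, the peak caller, its version, any shift of reads for the Tn5 cut and the removal of duplicates are not stated in the labels or the methods, and each of them would change which positions reach the threshold.

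The lists hold values that the authors' peak caller gave each peak. The score deposited in each list was the -log10 q multiplied by 10 and cut to a whole number in 99.97% of peaks. The fold enrichment at the summit, a ratio of pileup to local background, and the -log10 of the p and q values were used as deposited by the authors. The lowest -log10 q lay between 1.30 and 1.32 in the 4 lists, so the lists were limited to q under 0.05. The narrowest peak was 200 bp wide in each list. These values belong to the authors and were used to describe, rank or filter peaks within a list. The exceptions are the pileup and background solved from them. These were set side by side between libraries for depth, depth matching and the check of replicates against counting noise. Medians in retained regions are given for each library. Changes at single regions and levels used for copy number were also compared between lists, and those values are not reported here.

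The build was read from the files. Scaffold names follow the hg19 (GRCh37) style, and the last peak end on chromosome 1 lies beyond the end of that chromosome in GRCh38. The gene table at hand describes GRCh38.p14, and no genome sequence was used. Coordinates were not converted. For this reason the planned results on promoters, GC content, motifs, the promoters of AK4, UTP14A and TFAP4, and the genes nearest to regions were not run. Peaks on chromosomes 1 to 22 and X were used. Between 13 and 16 peaks per library lay on unplaced or unlocalised scaffolds and were kept apart.

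Depth was recovered after the data were examined. If fold enrichment is (k + 1) / (b + 1) and p is the Poisson probability of more than k reads at background b, then a whole number k and a background b can be solved for each peak. This held for 100% of peaks within 0.001 in -log10 p. The most frequent background in a list was taken as the library background. It is proportional to the number of reads used only if reads were extended alike in the 4 libraries, which the files do not state. The recovery was tested on data simulated with the same formula and with the library background supplied. There it returned the pileup of 100% of 41263 peaks. The estimate of the library background itself was not tested in this way.

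Peaks were merged into regions when they overlapped by at least 1 bp. A region was lost when called in both control libraries and neither shCHD7-2 library, gained when called in both shCHD7-2 libraries and neither control library, and retained when called in all 4. The rule was then run on shifted copies of the list of control replicate 1, with 200 lost regions planted among 13257 peaks. It recovered 100% of them and called 0 others lost. Such copies hold no dropout between replicates, so this checks the merging and says nothing of the rate of false losses. Peak numbers and covered lengths were compared by the log2 ratio of group means with an exact two-sided permutation test over the 6 assignments of libraries, whose smallest p is 0.333. Overlap and region counts were compared without a test. The named regions were the 5 lost and the 5 gained regions with the highest mean percentile rank by -log10 p, a rule set before the data were examined.

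Alternatives fixed before the data were examined were stricter q thresholds, other rules for overlap, lists cut to an equal number of peaks, a stricter rule for lost and gained regions, leaving out each library, a replicate block, all sequences, and another log scale. Matching on depth was added afterwards. For it, recovered pileups were thinned at random to the lowest library background in 20 draws, and peaks were kept at a common -log10 p of at least 4.26. Peaks absent from a list cannot appear in it after thinning.

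For the test of chromosomes, the regions called in both control libraries were divided into 10 strata by mean percentile rank in the control lists, and chromosome labels were permuted within strata 10000 times. In simulations over 8557 regions, 4 of 100 sets without an effect of chromosome gave p under 0.05. So did 20 of 20 sets with 200 lost regions planted on 4 chromosomes alone. Effects that are weaker or more spread were not simulated. Regions were drawn independently, so neighbouring regions that change together were not covered. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.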

Results

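Chromatin accessibility was measured by ATAC-seq in RKO cells, a human colon cancer cell line. In this assay the Tn5 transposase cuts and tags DNA that is open to it, so sequenced fragments pile up over accessible chromatin. Cells infected with a control lentivirus were compared with cells carrying shCHD7-2, a short hairpin RNA against CHD7, which encodes an ATP-dependent chromatin remodeller. Each of the 2 groups held 2 libraries, and each library had its own list of peaks. The comparison asks how accessibility changes when CHD7 is depleted. The CHD7 transcript itself was not measured in these files, so the strength of the knockdown was not checked here. The paper reports depletion of CHD7 protein by its hairpins in RKO cells, seen on Western blots.

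The files list peaks and no read totals. A background pileup, which is the number of reads the peak caller expected at a typical position, was recovered from the deposited fold enrichment and p value of each peak and served as a measure of relative depth. It was 0.916 reads in control replicate 1 and 0.843 reads in control replicate 2. In shCHD7-2 replicate 1 it was 1.40 reads and in shCHD7-2 replicate 2 it was 1.62 reads. The group means were 0.880 ± 0.0516 reads for control and 1.51 ± 0.157 reads for shCHD7-2 (SD, n = 2 each), a ratio of 1.72. The shCHD7-2 libraries were therefore the deeper ones on this measure. The lowest summit pileup that was called as a peak was 6 reads in each control library and 8 reads in each shCHD7-2 library.

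Fewer peaks were called after CHD7 knockdown. On chromosomes 1 to 22 and X, 13257 peaks were listed in control replicate 1 and 12092 in control replicate 2, against 7199 in shCHD7-2 replicate 1 and 8715 in shCHD7-2 replicate 2. No peak was listed on chromosome Y. The mean was 12674.5 ± 824 peaks in control and 7957 ± 1072 peaks in shCHD7-2 (SD, n = 2 each), a log2 ratio of -0.67. Both shCHD7-2 libraries lay below both control libraries, by more than the spread between replicates. Whether that spread includes variation between cultures is not known. Over 3395 regions called in all 4 libraries, summit pileups of replicates differed by no more than counting noise (chi-square per degree of freedom 0.621 for control and 0.545 for shCHD7-2). The exact two-sided permutation test gave p = 0.333, which is the smallest p that 2 libraries against 2 can reach, so this design cannot pass a threshold of 0.05. Among the alternative settings, keeping peaks with a -log10 q of at least 10 moved this ratio most, to -1.72.

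**Figure D1:**
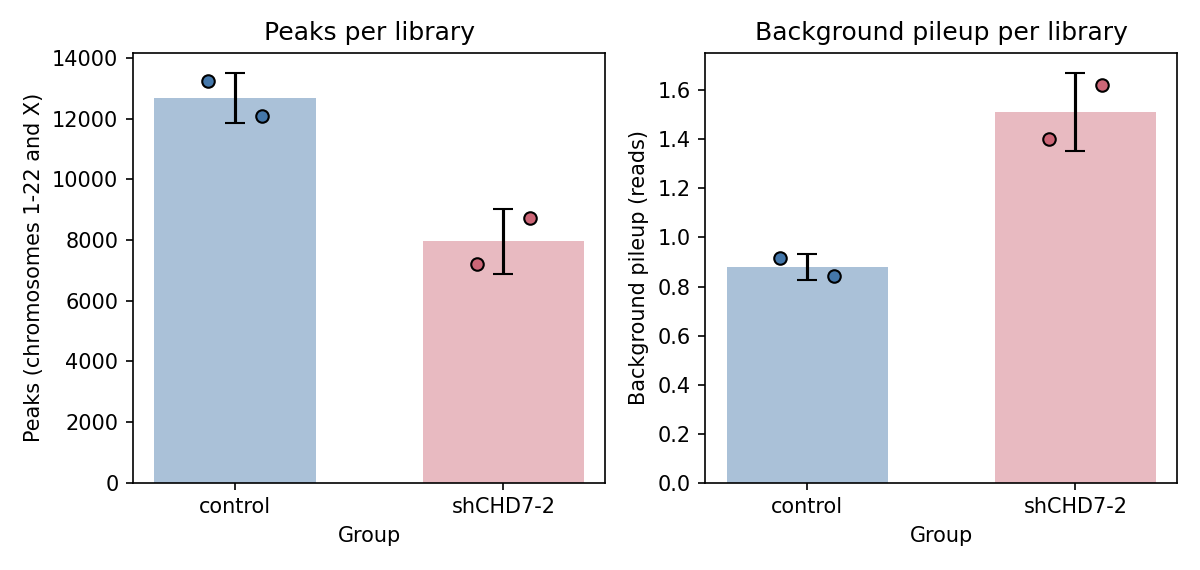
Peaks per library (left, number of peaks) and background pileup per library (right, reads) in the control and shCHD7-2 groups; bars are group means, error bars are SD (n = 2) and points are libraries. Both shCHD7-2 libraries have fewer peaks than both control libraries and a higher background pileup.

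Peaks also covered less of the genome in the shCHD7-2 libraries. The covered length was 6901 kb and 6197 kb in control replicates 1 and 2, and 3185 kb and 3904 kb in shCHD7-2 replicates 1 and 2. The group means were 6549 ± 498 kb in control and 3544 ± 508 kb in shCHD7-2 (SD, n = 2 each), a log2 ratio of -0.89 (exact two-sided permutation test, p = 0.333). Mean peak width was 517 ± 5.73 bp in control and 445 ± 3.87 bp in shCHD7-2 (SD, n = 2 each), so the lists differed in both the number and the width of peaks.

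Replicates shared more of their covered bases with each other than with libraries of the other group. The Jaccard index, which is the number of bases covered in both libraries over the number covered in either, was 0.477 for the control pair and 0.344 for the shCHD7-2 pair. The 4 pairs that join a control and a shCHD7-2 library had a mean of 0.287 ± 0.0175 (SD over pairs), and their highest value was 0.307. The mean within groups exceeded the mean between groups by 0.124. With a -log10 q of at least 5 this gap was 0.191.

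The peaks of all 4 libraries merged into 20450 regions. Of these, 9773 were called in a single library. Both control libraries had a peak in 8557 regions and both shCHD7-2 libraries had one in 4367. A region was counted as lost when both control libraries and neither shCHD7-2 library had a peak there, and as gained in the opposite case. There were 2947 lost regions, which is 34.4% of the regions called in both control libraries and 479 gained regions among the 4367 called in both shCHD7-2 libraries. A further 3395 regions were called in all 4 libraries and are referred to as retained. Lost regions made up 86.0% of the lost and gained regions together.

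The 2 other ways to divide the libraries in pairs gave far fewer regions of this kind than the lost ones. Control replicate 1 and shCHD7-2 replicate 1 alone shared 259 regions, and control replicate 2 and shCHD7-2 replicate 2 alone shared 313. In the other division, control replicate 1 with shCHD7-2 replicate 2 gave 399 regions and control replicate 2 with shCHD7-2 replicate 1 gave 177. The 2947 lost regions exceeded each of these counts. The control lists are longer, which by itself favours lost regions over mixed pairs and mixed pairs over gained regions. With lists of equal length, lost regions still exceeded the highest mixed pair, 1248 against 232. The 479 gained regions lay nearer to the highest of them. The order of the gained regions and the highest mixed pair depended on the setting: 258 against 185 with a -log10 q of at least 5, 800 against 232 with lists of equal length, and 266 against 277 with libraries matched on background pileup. Taking an equal number of peaks from each library, 7199, moved the number of lost regions most among the settings that kept all 4 libraries, with 1248 lost and 800 gained regions, so that lost regions made up 60.9% of the lost and gained regions.

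A peak missing from a list is not the same as closed chromatin, since a region just under the caller's threshold is not listed. The share of control regions lost fell with their rank in the control lists. Of 10 strata by mean percentile rank, the lowest lost 598 of 856 regions (69.9%) and the highest lost 12 of 856 (1.40%). Between replicates, 34.7% of the regions of control replicate 1 had no peak in control replicate 2, and 28.0% of those of control replicate 2 had none in control replicate 1. Of the regions of control replicate 1, 63.6% had no peak in shCHD7-2 replicate 1 and 58.4% had none in shCHD7-2 replicate 2. In the opposite direction the order was reversed. Of the regions of shCHD7-2 replicate 1, 38.4% had no peak in the other shCHD7-2 library, against 32.6% and 34.8% without one in control replicates 1 and 2. For shCHD7-2 replicate 2 these shares were 49.0% against 36.3% and 38.2%. The control lists are longer, so a region is more easily found in them.

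The lost region with the highest mean percentile rank in the control lists lay on chromosome 10 from 17242909 to 17243799 (hg19), at a mean percentile of 96.3. Its summit held 34 reads in control replicate 1 and 41 reads in control replicate 2. Next came a region on chromosome 2 from 187350491 to 187351649 (mean percentile 96.1) and one on chromosome 6 from 75994021 to 75995010 (mean percentile 96.0). They were followed by chromosome 2 from 197504146 to 197504852 (mean percentile 95.6) and chromosome 6 from 105307389 to 105308199 (mean percentile 95.1). The gained region with the highest mean percentile rank in the shCHD7-2 lists lay on chromosome 1 from 12870720 to 12871306, at a mean percentile of 94.6, with 24 reads at its summit in shCHD7-2 replicate 1 and 28 reads in shCHD7-2 replicate 2. The other 4 were on chromosome 8 from 136240658 to 136241370 (mean percentile 92.9), chromosome 8 from 133618998 to 133619821 (mean percentile 92.9), chromosome 4 from 154994482 to 154995048 (mean percentile 91.5) and chromosome 3 from 75334428 to 75335201 (mean percentile 89.7). Genes near these regions were not analysed here, because the gene table at hand belongs to another genome build.

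The share of control regions lost differed between chromosomes. On chromosome 22, 33 of 45 regions called in both control libraries were lost (73.3%, 95% Wilson interval 59.0% to 84.0%). Chromosome 19 lost 105 of 210 (interval 43.3% to 56.7%), chromosome 17 lost 99 of 199 (49.7%, 42.9% to 56.6%) and chromosome 12 lost 193 of 405 (47.7%, 42.8% to 52.5%). At the other end, chromosome 8 lost 107 of 524 (20.4%, 17.2% to 24.1%) and chromosome X lost 75 of 287 (26.1%, 21.4% to 31.5%). These intervals cover counting error over regions in these libraries and no variation between cultures.

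**Figure D2:**
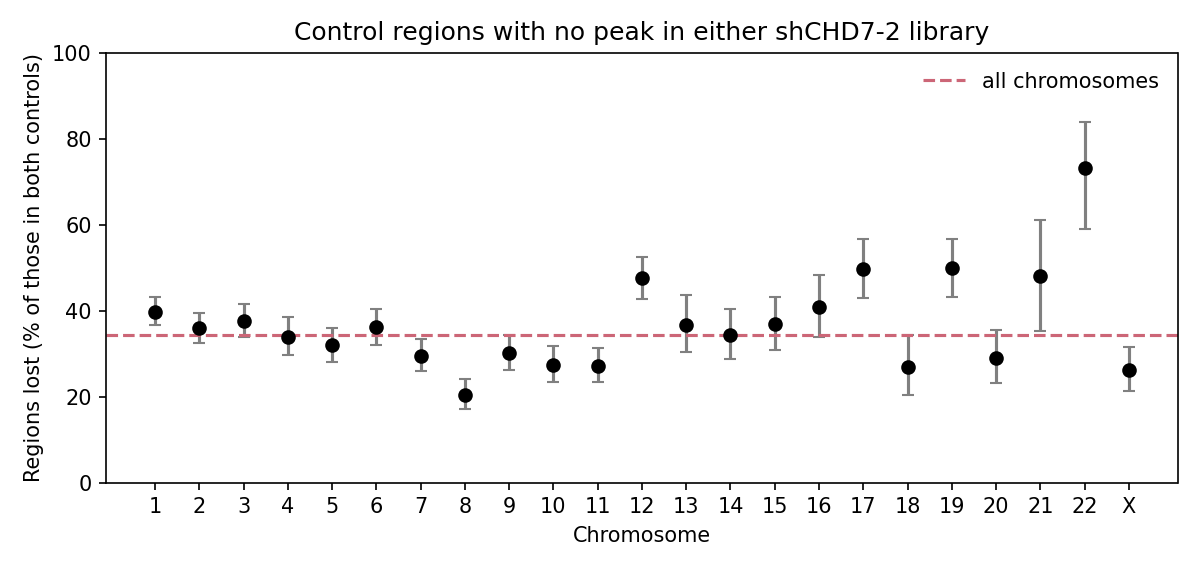
Share of the regions called in both control libraries that had no peak in either shCHD7-2 library (vertical axis, percent) for each chromosome (horizontal axis); points are shares, bars are 95% Wilson intervals and the dashed line is the share over all chromosomes, 34.4%. Chromosomes 12, 17, 19 and 22 are among those whose intervals lie above the line, and chromosomes 8 and X among those below it.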

Values the study reported

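The study reported lower accessibility at 8946 sites and higher accessibility at 581 sites after CHD7 knockdown.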

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

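The test below was chosen after the result was seen. The scaffold chrUn_gl000214, which lies outside the chromosomes compared above, held 2 peaks, 1 in each shCHD7-2 library, and none in the control libraries. They were not at the same position: one spanned 133463 to 133832 in shCHD7-2 replicate 1 with 9 reads at its summit, and the other spanned 132659 to 132929 in shCHD7-2 replicate 2 with 12 reads. Greater depth of the shCHD7-2 libraries is a candidate explanation. When the pileups were thinned to the lowest background, both peaks stayed above the threshold in 32.8% of 1000 draws, the first in 50.4% and the second in 66.1%. With 2 peaks this near the threshold, depth, chance and an effect of the knockdown cannot be told apart.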

How the results depend on the processing

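Peaks per library and covered length were lower in shCHD7-2 under each alternative that was run, and every exact permutation p stayed at 0.333, which the design fixes and which says nothing of stability. Across the 4 comparisons that each left out one library, the log2 ratio ran from -0.82 to -0.54 for peaks and from -1.04 to -0.75 for covered length; these leave 1 library in a group and have no test. Matching on depth, added after seeing the data, gave -1.11 for peaks, a move away from 0 that follows from thinning mostly the shCHD7-2 lists.

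With the replicate number as a block, the mean difference was -0.68 for peaks and -0.89 for covered length (exact sign-flip test, p = 0.5, the smallest that 2 pairs can give). Same-numbered libraries did not deviate together: the correlation of their differences in calls over 20450 regions was 0.01, across regions that are not independent replicates. Of these regions, 9773 were called in a single library and so differ between the replicates of one group only. Such calls can hardly show a pairing, so whether same-numbered libraries shared a culture or preparation is not known.

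The gap in Jaccard index rose to 0.191 with a -log10 q of at least 5, and the cause was not tested. It was 0.122 with equal list lengths.

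Counts of regions depended on the settings. With equal list lengths there were 1248 lost and 800 gained regions; this setting removes the weaker control peaks by construction, which lowers one count and raises the other. Requiring a -log10 q of at least 5 in both libraries of the first group left 1284 lost and 142 gained regions, since fewer regions qualify. With that q threshold for all peaks, 258 regions were gained and 2634 lost. Matching on depth left 266 gained regions and 3710 lost ones, as thinning takes calls mostly from the shCHD7-2 lists. Lost regions made up 60.9% of the lost and gained regions with equal list lengths, 91.1% at the stricter q, 90.0% under the stricter rule and 93.3% after depth matching, against 86.0% as reported.

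Leaving out one library gave from 3784 to 6547 lost regions and from 689 to 2586 gained regions, because a single library then decides a call. Without control replicate 1 there were 5567 lost and 762 gained regions, and without control replicate 2 there were 6547 lost. Without shCHD7-2 replicate 1 there were 2586 gained regions and without shCHD7-2 replicate 2 there were 1925. Lost regions outnumbered gained ones in each of these comparisons.

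The 5 named lost regions stayed lost and the 5 named gained regions stayed gained under both other overlap rules. The gained ones also stayed gained in each of 20 depth-matched draws, an alternative added after seeing the data. The settings on threshold, list length and strictness say nothing of these regions, which were chosen for their high rank. Depth matching says little of the gained ones for the same reason, and thinning cannot add peaks to the control lists. Alternatives for promoters, GC content, motifs and the promoters of the study's target genes were not run, for lack of an annotation on the build of the files.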

Other observations

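All tests in this part were chosen after the data were seen. For the gained regions, the outcome that would count for or against depth was set down before the depth-matched counts were made. The outcome set down in favour of depth was met, and is not counted for it below because the comparison was afterwards seen to lean that way.

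The shCHD7-2 libraries had fewer peaks although their background pileup was higher. Shallower sequencing of these libraries is argued against by the ratio of mean background pileup, 1.72, with both shCHD7-2 libraries above both control libraries, provided reads were extended alike. A difference in library quality or handling may produce the same shortfall as CHD7 depletion. The log2 ratio of peaks was -1.11 after depth matching, but this decides nothing: thinning removed peaks mostly from the deeper shCHD7-2 lists, which kept 78.2% and 68.2% of theirs against 97.5% and 99.6% in control, so it moved the ratio away from 0 by construction. Library quality and the knockdown cannot be told apart, because each is tied to the same division of the 4 libraries. A single hairpin, shCHD7-2, was sequenced, so an effect of that hairpin and one of CHD7 depletion are not separated either.

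In the 3395 retained regions, the median summit pileup was 25.1 and 24.9 times the library background in the lists of control replicates 1 and 2. In the lists of shCHD7-2 replicates 1 and 2 it was 11.4 and 11.1 times. Relative to the local background of each peak, the medians were 10.6 and 10.7 in the control lists, and 8.22 and 7.84 in the shCHD7-2 lists. In reads, the medians were 23 and 21 in the control lists, and 16 and 18 in the shCHD7-2 lists. Each of these medians was lower in both shCHD7-2 lists, by an amount that depended on the scaling. These values describe each list. Changes at single regions were also computed between the groups, and they are not reported here because values of peaks from separate lists share no established scale. Centring changes on their median removes a shift common to all regions by construction. A balance of higher and lower regions after centring therefore says nothing of such a shift.

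The gained regions may owe their number to the greater depth of the shCHD7-2 libraries. Thinned to one depth, 266 regions were gained (246 to 293 over 20 draws), while the highest count for a control and a shCHD7-2 library alone was 277 (248 to 299). This comparison leans towards that outcome, because a gained region needs 2 thinned calls and a region of a mixed pair needs 1, and thinning cannot add peaks to the control lists. With a -log10 q of at least 5 the gained regions exceeded the highest mixed pair, 258 against 185, and that setting does not remove the difference in depth. Depth and an effect of the knockdown cannot be told apart for the number of gained regions.

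Lost regions were spread unevenly over chromosomes. Weaker control regions on some chromosomes were argued against as the whole cause: with chromosome labels permuted within 10 strata of rank in the control lists, p was 0.0001, the smallest that 10000 permutations can give, and the chi-square statistic was 67.7 with 10 strata, 67.8 with 20 and 67.3 with 50. Given rank, chromosome 22 lost 1.40 times the expected number, chromosome 8 lost 0.688 times and chromosome X lost 0.708 times. Chromosomes 19 and 17, with high shares lost, had ratios of 1.11 and 1.10, so rank accounts for most of their excess. With strata by pileup over library background, the ratios were 1.26 for chromosomes 22 and 12, 0.844 for chromosome 8 and 0.674 for chromosome X. They were 1.00 for chromosome 19 and 1.01 for chromosome 17, and the chi-square statistic was 51.9. The size and order of the ratios thus depend on how strength is measured. The test treats regions as independent, and neighbouring regions that change together would make p too small. Call noise that follows chromosomes could also give such a pattern. Across the 23 chromosomes, the ratio for lost regions and the same ratio for peaks missing between replicates had a Spearman rho of -0.354 (permutation p = 0.0990) and a Pearson r of -0.336 (permutation p = 0.117). With strata by pileup, rho was -0.07 (permutation p = 0.735) and r was -0.21 (permutation p = 0.329). These p are not adjusted for the other relations across chromosomes that were examined, and adjustment could not lower them. With strata by rank and without chromosomes 8 and 15, r was -0.160. Call noise of this kind would give a positive relation, and neither set of strata gave one. The ratio for peaks missing between replicates ran from 0.901 to 1.13, while the lost ratio given rank ran from 0.688 to 1.40. Call noise still cannot be told apart from other causes with so few chromosomes. GC content and promoters were not analysed here. Gene density and copy number were examined, but only with an annotation of another build and with levels compared between lists, so those values are not reported here. All 4 stay open, as does an effect of CHD7.

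The number of lost regions here was 2947. That is lower than the number of sites with reduced accessibility quoted from the study above. The study selected its sites by thresholds on q and on fold change. The number here counts presence of peaks rather than a change in signal, so the measures are unlike.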
